A study of Mus musculus with 4 samples. Its data were reported in "Intraperitoneal microbial contamination drives post-surgical peritoneal adhesions by mesothelial EGFR-signaling" (2021).

How the data were processed

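Single-cell suspensions of peritoneal buttons, freed from debris on a Percoll gradient, were sequenced as droplet libraries with 10x Genomics Chromium chemistry that reads the 3′ ends of transcripts. Per the file headers the authors aligned and counted the reads with Cell Ranger 5.0.0 against the mouse build mm10 and deposited raw UMI counts per gene and barcode, with no normalization. A version named elsewhere in the study's methods is newer, and the header was followed here. Each of the 4 samples held 32285 genes. Barcodes called as cells by the authors' software were the only ones held, and none of the authors' cell names were used here. Replicate numbers came from the sample titles. The labels give each library as a sample of its own, and each counted as 1. To check for a library deposited again, counts of the replicates of a group were compared, and they differed by more than sampling noise (chi-square per degree of freedom 28.2 in PB and 80.6 in PB+CLP).

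The filters followed the study. Barcodes with under 200 genes or over 10% mitochondrial UMIs were left out, which kept 3180, 2774, 2939 and 2984 barcodes in PB replicates 1 and 2 and PB+CLP replicates 1 and 2. Doublets were scored against simulated pairs of cells in each sample, in the manner of Scrublet, where the study used DoubletFinder. The highest scores were removed at an assumed rate of 0.8% per 1000 barcodes, which took out 89, 82, 79 and 74 cells. Counts were scaled to 10000 UMIs per cell and log transformed in place of the study's SCT. Cells were clustered over all samples with 2000 variable genes, 30 principal components, 20 neighbours and the Leiden algorithm at resolution 0.8 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, random seed 1). The 15 ERBB receptor and ligand genes were kept out of the clustering, so that they could not define the classes they were compared in. A cluster with markers of several classes was clustered again, up to 2 times, with 15 components.

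Cell classes were named from marker lists of 15 cell types that were fixed before the data were examined. A name needed 3 markers in at least 25% of the cells. A cluster stayed unnamed when another list scored over 50% of the best one, when its 10 leading genes held more markers of another class than of its own, or when they held as many and at least 2. It also stayed unnamed when 3 times its median depth fell short of that of its samples and those genes held no more markers of its own class than of another. These scoring thresholds, unlike the lists, were set after the data had been seen. Clusters 1, 2 and 11 made up most of the neutrophil-like cells and were led, among other genes, by Il1f9 and Stfa2l1, by Cxcr2 and G0s2, and by Gdf15 and Hcar2. Clusters 3, 7, 4 and 9 made up most of the monocyte/macrophage-like cells and were led by Ccl24 and Mrc1, by Spp1 and Lpl, by Cbr2 and Aif1, and by Gatm and Nos2. Cluster 5 (Gata6 macrophage-like) was led by Cxcl13 and Prg4, cluster 10 (B-like) by Cd79a and Ighm, and cluster 12 (dendritic-like) by Ccl17 and Ccl22. The clusters called stromal-marker clusters (cluster 13 with its sub-clusters, and cluster 14) scored best for mesothelial, fibroblast or smooth muscle markers but met no naming rule. Cluster 14, all from PB+CLP replicate 2, was led by Ighg3, Igkc and Dcn. No class was named for 0.519% of PB and 13.1% of PB+CLP cells.

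Samples were grouped as PB and PB+CLP from the labels. Cells of 1 sample are not replicates, so UMIs were summed per sample and class and the sums compared with edgeR 4.0.16 (R 4.3.3): low-count filter, TMM scaling, quasi-likelihood fit and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. Every adjusted p here is from edgeR unless DESeq2 is named. The SE of a log2 change is its size over the square root of the test's F value. The fit has 2 residual degrees of freedom per gene, which edgeR steadies by sharing information over genes. A permutation of 2 against 2 samples has 6 arrangements and cannot give a two-sided p under 0.333. A class was tested where every sample held at least 10 of its cells. Class shares were compared with the same test on numbers of cells. To set a class against all other cells, 8 sums were tested with the sample as a block. For the list of ERBB genes, which the study's subject gave, p-values were also adjusted over the list alone. What the makeup of a class by cluster gives alone was computed with each cluster at the mean of its sample levels and, added after the result was seen, at its pooled level. Differences of a change between classes were tested as interaction terms in 1 fit over the sums of both classes, 17 tests in all.

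The text names the receptors and ligands Egfr, Erbb2, Erbb3, Erbb4, Egf, Tgfa, Hbegf, Areg, Ereg, Btc, Epgn, Nrg1, Nrg2, Nrg3 and Nrg4, and Krt19, Gpm6a, Ly6d, Cd79a, Ms4a1 and E330020D12Rik, which the study names for a class. In each class with a call it also names the 5 genes with the highest and the 5 with the lowest log2 change among those past the threshold, with an average log2 CPM of at least 5 and both PB+CLP samples on the same side of both PB samples. Genes with symbols of the forms Gm with digits, Rik at the end, mt-, Rpl, Rps, Igk, Igh or Igl were left out of that ranking. Genes that lead a cluster were used only to say what defines it, and 7 of the 40 ranked genes were of that kind.

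The level of free RNA in a class was estimated as the median share that markers of another class, above 20 CPM in the sample, kept there, times the level of a gene in all cells of the sample. A gene under 2 times this level was read as within reach of free RNA. The markers were those of neutrophils, or of monocytes and macrophages for neutrophil-like cells. For Areg in B-like cells the summed macrophage markers were set against their level in monocyte/macrophage-like cells of the sample instead, and for Hbegf in dendritic-like cells the summed neutrophil markers against the whole library. Immune RNA in the stromal sub-clusters was summed over 51 markers, after markers that stromal cells share had been left out by judgement. Shares of cells with a UMI were also computed with every cell thinned to 1000 UMIs, leaving out shallower cells. Intervals are 95% exact binomial or Poisson intervals, and they and the 3 counts allowed for a count of 0 cover counting error only. Gene positions are from the GENCODE annotation of GRCm38, 1-based, matched by Ensembl identifier.

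Alternatives listed before the data were examined were a minimum of 500 genes, at most 5% mitochondrial UMIs, no doublets removed, Leiden resolutions of 0.4 and 1.5, 20 components of 3000 genes, each sample left out in turn, DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, no low-count filter, the replicate number as a block, for shares TMM on cell counts and the neutrophil-like cells left out, for a class against all other cells a fit with no block and DESeq2, and for shares of cells with a UMI thinning to 1000 and 500 UMIs. The comparison of Egfr in stromal-marker clusters and the crossed pairing of replicates were added after the data had been seen. The tests were checked on counts simulated from the real means and library sizes, with 200 genes changed by a log2 of 1. The changed genes were drawn from those above the median level. Every gene was given the spread of the fitted trend at its level, so genes of like level did not differ in spread. In monocyte/macrophage-like sums edgeR called 94.5% of the changed genes, with 4.55% of its calls false, and DESeq2 94%. In B-like sums they called 33% and 23.5%. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.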

Results

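The study had linked the epidermal growth factor receptor to the growth of mesothelial cells after surgery. It then looked for the origin of the receptor's ligands by sequencing single cells of peritoneal buttons. A peritoneal button is a piece of the abdominal wall lining that is lifted and tied off with a suture (PB). Cecal ligation and puncture (CLP) lets gut bacteria leak into the peritoneal cavity. The buttons came from C57Bl/6 mice 24 h after surgery and gave 4 samples, 2 with injury alone (PB) and 2 with injury and contamination (PB+CLP). The values were counts of unique molecular identifiers (UMIs), each of which stands for 1 captured RNA molecule, for 32285 genes. PB replicates 1 and 2 held 3502 and 3695 barcodes with 32175605 and 24100433 UMIs. PB+CLP replicates 1 and 2 held 3370 and 3090 barcodes with 27141539 and 27943715 UMIs. After filters on genes, mitochondrial UMIs and doublets, 3091, 2692, 2860 and 2910 cells were kept in PB replicates 1 and 2 and PB+CLP replicates 1 and 2, respectively. The median depth of these cells was 5359, 4004, 5979.5 and 4666.5 UMIs. The mitochondrial filter removed unequal shares of the barcodes, with 9.19% over the limit in PB replicate 1, 24.9% in PB replicate 2, 12.8% in PB+CLP replicate 1 and 3.43% in PB+CLP replicate 2.

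The first comparison asked which cell classes were present and whether their shares differed between PB+CLP and PB. Clustering without the receptor and ligand genes gave 17 clusters, or 34 once mixed clusters had been clustered again. Neutrophil-like cells made up 46.0% ± 2.31 of the cells in PB and 32.2% ± 7.87 in PB+CLP (mean ± SD, n = 2 per group here and below). Monocyte/macrophage-like cells made up 40.7% ± 1.16 and 39.4% ± 16.0, and Gata6 macrophage-like cells, which carry markers of resident peritoneal macrophages, 7.19% ± 2.55 and 10.6% ± 6.83. B-like cells made up 3.04% ± 1.20 and 3.32% ± 1.82, and dendritic-like cells 2.11% ± 0.426 and 1.04% ± 0.0127. In all, 33 cells were T/NK/ILC-like and 15 mast/basophil-like. No class name could be given to 30 of 5783 PB cells (0.519%) and 757 of 5770 PB+CLP cells (13.1%), under thresholds for naming that were set after the data had been seen. Of the latter, 697 came from PB+CLP replicate 2. Names rebuilt in this way may differ from those the study gave.

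**Figure D1:**
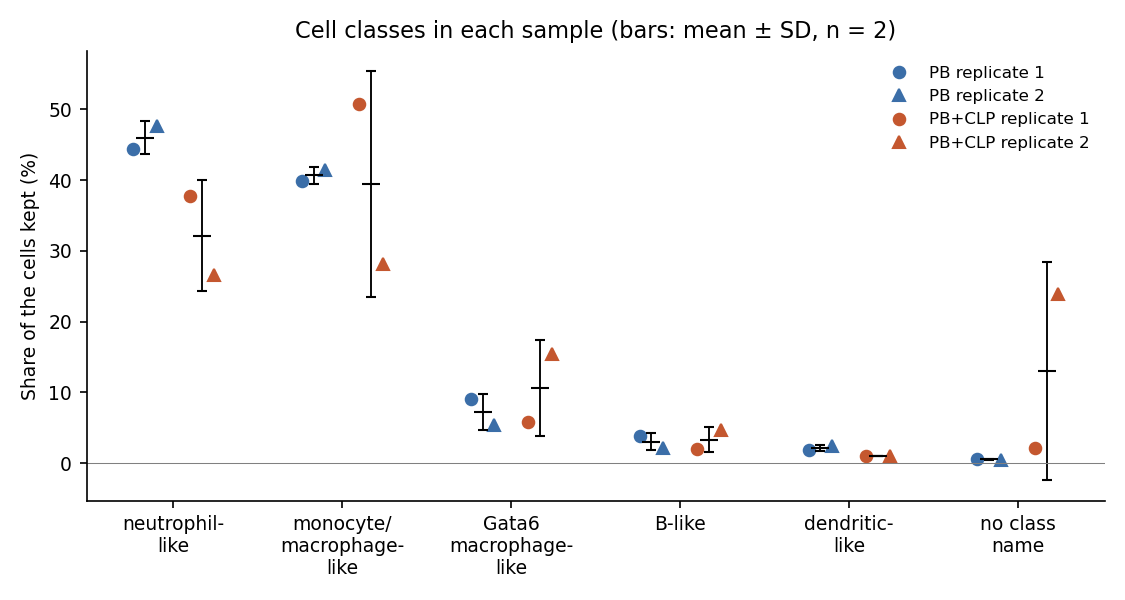
Share of the cells kept (vertical axis, %) that fell into each cell class (horizontal axis), with 1 point per sample, PB in blue and PB+CLP in orange, and bars for the mean and SD of the 2 samples of a group. Monocyte/macrophage-like cells lie at 50.7% and 28.1% in PB+CLP replicates 1 and 2, and 24.0% of the cells of PB+CLP replicate 2 have no class name.

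In edgeR's quasi-likelihood test on the numbers of cells, 0 of 5 classes passed an adjusted p of 0.05, and 0 reached an unadjusted p under 0.05. No other tool was run on the shares. The log2 ratio of the share in PB+CLP over PB was −1.02 (SE 0.501, adjusted p 0.347) for dendritic-like and −0.52 (SE 0.481, adjusted p 0.590) for neutrophil-like cells, both lower in 2 of 2 PB+CLP samples. It was 0.56 (SE 0.580) for Gata6 macrophage-like, 0.12 (SE 0.565) for B-like and −0.04 (SE 0.502) for monocyte/macrophage-like cells. These outcomes moved when single libraries were left out, where the lone sample of a group is assumed to vary like the other group. Without PB replicate 1 or PB replicate 2, 1 class passed, with dendritic-like cells at −1.21 (adjusted p 0.0286) or −0.80 (adjusted p 0.0415). Without PB+CLP replicate 1, 1 class passed, with neutrophil-like cells at −0.79 (adjusted p 0.0340). The adjusted p over the alternatives ranged from 0.0286 to 0.949 for dendritic-like and from 0.0340 to 0.988 for neutrophil-like cells. Without PB+CLP replicate 2 the ratio turned to −0.31 for Gata6 macrophage-like, −0.59 for B-like and 0.32 for monocyte/macrophage-like cells, and without PB replicate 2 to −0.23 for B-like cells. The alternative that moved a ratio most was a limit of 5% mitochondrial UMIs, which put B-like cells at 1.04.

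The next comparison asked which genes changed within each class when contamination was added to injury. UMIs were summed per sample and class and tested with edgeR. The sums held 11078545 to 15008155 UMIs in monocyte/macrophage-like, 3762872 to 5080036 in neutrophil-like, 2407481 to 5433916 in Gata6 macrophage-like, 357485 to 995317 in dendritic-like and 801589 to 1982126 in B-like cells. Of 11280 genes tested in monocyte/macrophage-like cells, 330 passed an adjusted p of 0.05, 139 higher and 191 lower in PB+CLP. Different clusters held most of this class in the groups, clusters 3 and 7 in PB and cluster 4 in PB+CLP. Of 8930 genes in neutrophil-like cells, 1381 passed, 641 higher and 740 lower, with most of the class in cluster 1 in PB and in cluster 2 in PB+CLP. Gata6 macrophage-like cells gave 188 of 10183 genes (139 higher, 49 lower). Cluster 5 held 98.6% to 99.6% of this class in 3 samples but 63.3% in PB+CLP replicate 2. The rest of that sample lay in sub-clusters of clusters 6 and 8 that were shallow against cluster 5 (median 16056 UMIs). Those of cluster 6 had medians of 1128.5 and 746 UMIs. That of cluster 8 had 4894.5 UMIs, near the median of all cells of the sample (4666.5). Dendritic-like cells gave 60 of 7040 genes (38 higher, 22 lower). B-like cells gave 0 of 8749 genes in edgeR, with 1133 at an unadjusted p under 0.05, and 68 in DESeq2. The groups did not overlap in 52.1%, 65.8%, 42.7%, 43.1% and 46.3% of the genes tested in these 5 classes, in the order given, where chance gives 33.3%. T/NK/ILC-like cells were not tested, as 1 sample held 6 of them.

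These counts moved when single libraries were left out. In such fits the lone sample of a group is assumed to vary like the other group. A count can therefore move with the estimate of spread as well as with the library left out. The removal of PB+CLP replicate 1 gave the highest count of any alternative in 4 classes, with 2838 genes in monocyte/macrophage-like, 2825 in neutrophil-like, 587 in Gata6 macrophage-like and 459 in dendritic-like cells. In B-like cells it gave 465, and a fit with no low-count filter 534. Without PB+CLP replicate 2, 1547 genes passed in monocyte/macrophage-like, 288 in dendritic-like and 428 in B-like cells. Without PB replicate 1 the count was 190 in monocyte/macrophage-like, 313 in neutrophil-like, 113 in Gata6 macrophage-like and 208 in dendritic-like cells. Without PB replicate 2 it was 154 in monocyte/macrophage-like, 357 in neutrophil-like and 100 in Gata6 macrophage-like cells. The self-test on simulated counts recovered 94.5%, 83.5%, 88%, 34.5% and 33% of genes changed by a log2 of 1 in monocyte/macrophage-like, neutrophil-like, Gata6 macrophage-like, dendritic-like and B-like sums, so a change of that size would often be missed in the last 2 classes. These genes lay above the median level, and the simulation gave genes of like level the same spread. Real genes may thus be recovered less often in every class.

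Serum amyloid A3 (Saa3, ENSMUSG00000040026) rose most in monocyte/macrophage-like cells, by a log2 of 4.75 (SE 0.310, adjusted p 0.00494). Its level was 649 and 523 UMIs per 1000000 UMIs of the class (counts per 1000000, CPM) in PB and 12496 and 19646 in PB+CLP replicates 1 and 2. Pou2f2 rose by 2.53 and Slc28a2 by 2.41, while Csf1 changed by −2.66 (SE 0.274, adjusted p 0.0136), Inhba by −2.59, Clec4n by −2.59 and Cd9 by −2.55. In neutrophil-like cells Gpnmb rose by 4.17 (SE 0.305, adjusted p 8.7e-05), from 7.68 and 5.05 CPM to 99.8 and 175 CPM. Aoah, Clec4a3 and Clec4a1 rose by 2.96, 2.94 and 2.77. Ccl24 changed by −3.30 (SE 0.223, adjusted p 8.7e-05), Itgax by −2.21, Lpl by −2.20, Matk by −2.10 and Nr4a3 by −2.02. The call for Lpl was lost at Leiden resolution 1.5 (adjusted p 0.102, highest of a range from 4.5e-21) and that for Matk in DESeq2 (adjusted p 0.0535, highest of a range from 2.9e-27), and without PB+CLP replicate 1 Matk was at −3.16. Among Gata6 macrophage-like cells Ccl5 rose by 7.07 (SE 0.898, adjusted p 0.00118), from 0.368 and 1.04 CPM to 22.0 and 131 CPM, and Lcn2 and Wfdc21 by 4.74 and 3.50. Mgl2 changed by −4.39 (SE 0.491, adjusted p 4.9e-04), Col18a1 by −2.63, Spp1 by −2.26, Ccnd1 by −2.01 and Clec4n by −1.78. DESeq2 lost the call for Mgl2 (adjusted p 0.107, highest of a range from 1.1e-60). The choice of these genes required the same side in 2 of 2 PB+CLP samples.

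In dendritic-like cells Ly6a rose by 4.63 (SE 0.488, adjusted p 0.0112), from 11.7 and 2.01 CPM to 211 and 140 CPM, and Saa3, Isg15, Cxcl13 and Cd7 rose by 3.94, 3.45, 3.37 and 2.95. Ccl5 changed by −4.61 and Serpinb9 by −3.27. Cxcl14 had 96 UMIs in PB and 0 in PB+CLP, which made it at least 13.6-fold lower when 3 counts are allowed over the PB+CLP group. Fscn1 had 216 UMIs in PB and 2 in PB+CLP, a ratio of 46.0 (95% exact interval 12.6 to 382, counting error only). All calls of this class were lost with 20 components of 3000 genes, which left 0 genes in edgeR and 656 at an unadjusted p under 0.05. DESeq2 was not run on those clusters. Over 13 alternatives Cd7 lost its call under 4 (adjusted p up to 0.182), Isg15 under 3 (up to 0.129) and Cxcl13 under 2 (up to 0.193), among them Leiden resolution 0.4 for each. Without PB+CLP replicate 1 the fitted change of Ccl5 was −9.51. Ccl5 turned to 1.22 with at most 5% mitochondrial UMIs, and Cxcl14 lost its call under that limit (−0.37), with no doublets removed (−0.34) and without PB replicate 2 (adjusted p 0.0577, in a range of 1.0e-10 to 0.90).

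Of the 40 genes named by the rule, 7 led a cluster of their own class and are not reported as results. Free RNA, which droplets take up from broken cells, adds UMIs of every abundant gene to every cell. In the group where they were higher, 33 of the 40 named genes lay at least 3.28 times above the level that free RNA would give. Under 2 times that level, in at least 1 sample, were Csf1 in monocyte/macrophage-like, Ccl24 and Lpl in neutrophil-like, Wfdc21 and Clec4n in Gata6 macrophage-like, and Saa3 and Cxcl13 in dendritic-like cells. Of the named genes, 8 belonged to the marker list of another class, among them Gpnmb, Lcn2 and Mgl2.

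Which cells carry the receptor was asked here as well. Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158, plus strand, GRCm38, protein coding) had 349 UMIs in all cells kept, and 313 of them (89.7%) lay in a small set of clusters with mesothelial and fibroblast markers. In single samples this share ran from 86.5% to 97.2%. These stromal-marker clusters held 16, 12, 16 and 189 cells in PB replicates 1 and 2 and PB+CLP replicates 1 and 2. None of these clusters met the naming rules, so no mesothelial or fibroblast name was given and the planned test of mesothelial-like cells was not made. A sub-cluster of 24 cells scored best for mesothelial markers, but its leading genes held 2 of these and 3 of another class. A sub-cluster of 21 cells scored 7.76 for smooth muscle and 7.06 for fibroblast markers. That of 82 cells scored best for fibroblast markers but was shallow, with no more of these than of another class among its leading genes. The comparison of the stromal-marker clusters with all other cells was chosen after the data had been seen. It gave Egfr a log2 difference of 7.93 (SE 0.363, adjusted p 1.8e-06 over all genes and 2.3e-07 adjusted over the list alone), higher in 4 of 4 samples. The level was 93.7, 108, 122 and 148 CPM. All 12 alternatives kept the call, with differences of 7.60 to 8.32, although those in resolution and components left the same cells in these clusters and so could move nothing. Of 233 cells in these clusters 60 had an Egfr UMI, and of all other cells 32 did.

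The share of stromal-marker cells with an Egfr UMI was 82.3% ± 1.47 in PB and 47.0% ± 48.5 in PB+CLP, against 0.0390% ± 0.0551 of neutrophil-like cells in PB. Depth set these shares. The median was 43419.5, 71387.5, 42032.5 and 1394 UMIs per stromal-marker cell, against 3379.5 and 2709 UMIs per neutrophil-like cell of PB. With every cell thinned to 1000 UMIs, the shares were 0% ± 0 in PB and 14.4% ± 9.88 in PB+CLP, against 0.0446% ± 0.0630 of PB neutrophil-like cells, and 3 of 28 PB and 57 of 205 PB+CLP stromal-marker cells were left out. No order of the groups was read from them. A sub-cluster of cluster 13, with 24 cells and a median of 55001.5 UMIs, was led by Dcn, Krt8, Cryab and Krt19. It held 116 Egfr UMIs and had Krt19 at 398 CPM. Another, with 21 cells and a median of 60758 UMIs, was led by Col1a2, Sparc, Col1a1 and Col3a1. It held 175 Egfr UMIs and had Krt19 at 71.4 CPM. Of all UMIs of Krt19 and Gpm6a, the markers the study named for mesothelial cells, 96.5% and 92.8% lay in the stromal-marker clusters. Egfr was at 0.0666 to 0.632 CPM in monocyte/macrophage-like cells and had 0 UMIs in 371 B-like cells.

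Which cells carry the ligands was asked next. Hbegf (ENSMUSG00000024486, chromosome 18, 36504927 to 36515805, minus strand) had 5202 UMIs in all cells kept, 69.8% of them in monocyte/macrophage-like, 18.3% in Gata6 macrophage-like and 5.46% in neutrophil-like cells. Against all other cells of the same sample it was higher in monocyte/macrophage-like cells by a log2 of 1.00 (SE 0.140, adjusted p 5.2e-04 over all genes and 3.5e-04 adjusted over the list alone). The alternative that moved this call was a fit with no replicate block, where each sample's 2 sums are not tied together (1.02, adjusted p 0.236, highest of a range from 6.1e-08). The other cells entered as a pooled sum, so no single other class was compared. Gata6 macrophage-like cells had Hbegf at 70.1 and 148 CPM in PB and 46.1 and 7.02 CPM in PB+CLP. Monocyte/macrophage-like cells of these samples had 70.1 and 136 CPM and 64.1 and 14.0 CPM. The stromal sub-clusters with 116 and 175 Egfr UMIs had Hbegf at 88.2 and 24.3 CPM over all samples. Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432, plus strand) had 928 UMIs, 77.3% of them in monocyte/macrophage-like cells. It was higher there by 1.53 (SE 0.314, adjusted p 0.00354, 0.00161 over the list alone), and 12 of 12 alternatives kept the call with differences of 1.20 to 1.87. For B-like cells, most Areg UMIs of the pooled other cells came from monocyte/macrophage-like cells. Areg in B-like cells was lower than in that pooled sum, by −2.22 (SE 0.699, adjusted p 0.0220, 0.0172 over the list alone), which places them below no single class. That call was lost under 4 of 12 alternatives, without PB replicate 1 (−1.52, adjusted p 0.0606), without PB+CLP replicate 1 (−2.06, adjusted p 0.0630), with no replicate block (−2.01, adjusted p 0.0613) and with at most 5% mitochondrial UMIs (−1.79, adjusted p 0.0581), and the difference was −5.23 without PB+CLP replicate 2. The adjusted p of its alternatives ranged from 6.0e-04 to 0.0630.

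Of the fixed list of 15 receptors and ligands, 8 of the 10 tested in monocyte/macrophage-like against all other cells passed, over all genes and adjusted over the list alone alike. Nrg1, Erbb3, Areg and Hbegf were higher and Ereg, Tgfa, Egfr and Erbb2 lower. In B-like cells 5 of 7 passed over all genes and 6 adjusted over the list alone, and in stromal-marker clusters 8 of 11 passed both ways. The stromal-marker clusters held 71.3% of 178 Ereg UMIs, 92.7% of 82 Tgfa UMIs, 97.4% of 39 Btc UMIs and 71.0% of 62 Erbb2 UMIs. Nrg1 had 1417 UMIs, 83.8% of them in monocyte/macrophage-like cells, where Erbb3 had 74.6% of its 260. Egf had 85 UMIs, Nrg2 49 and Epgn 6. Erbb4 and Nrg3 had 0 UMIs, which in PB replicate 1 allows a share of up to 0.0971% of 3091 cells with a UMI.

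**Figure D2:**
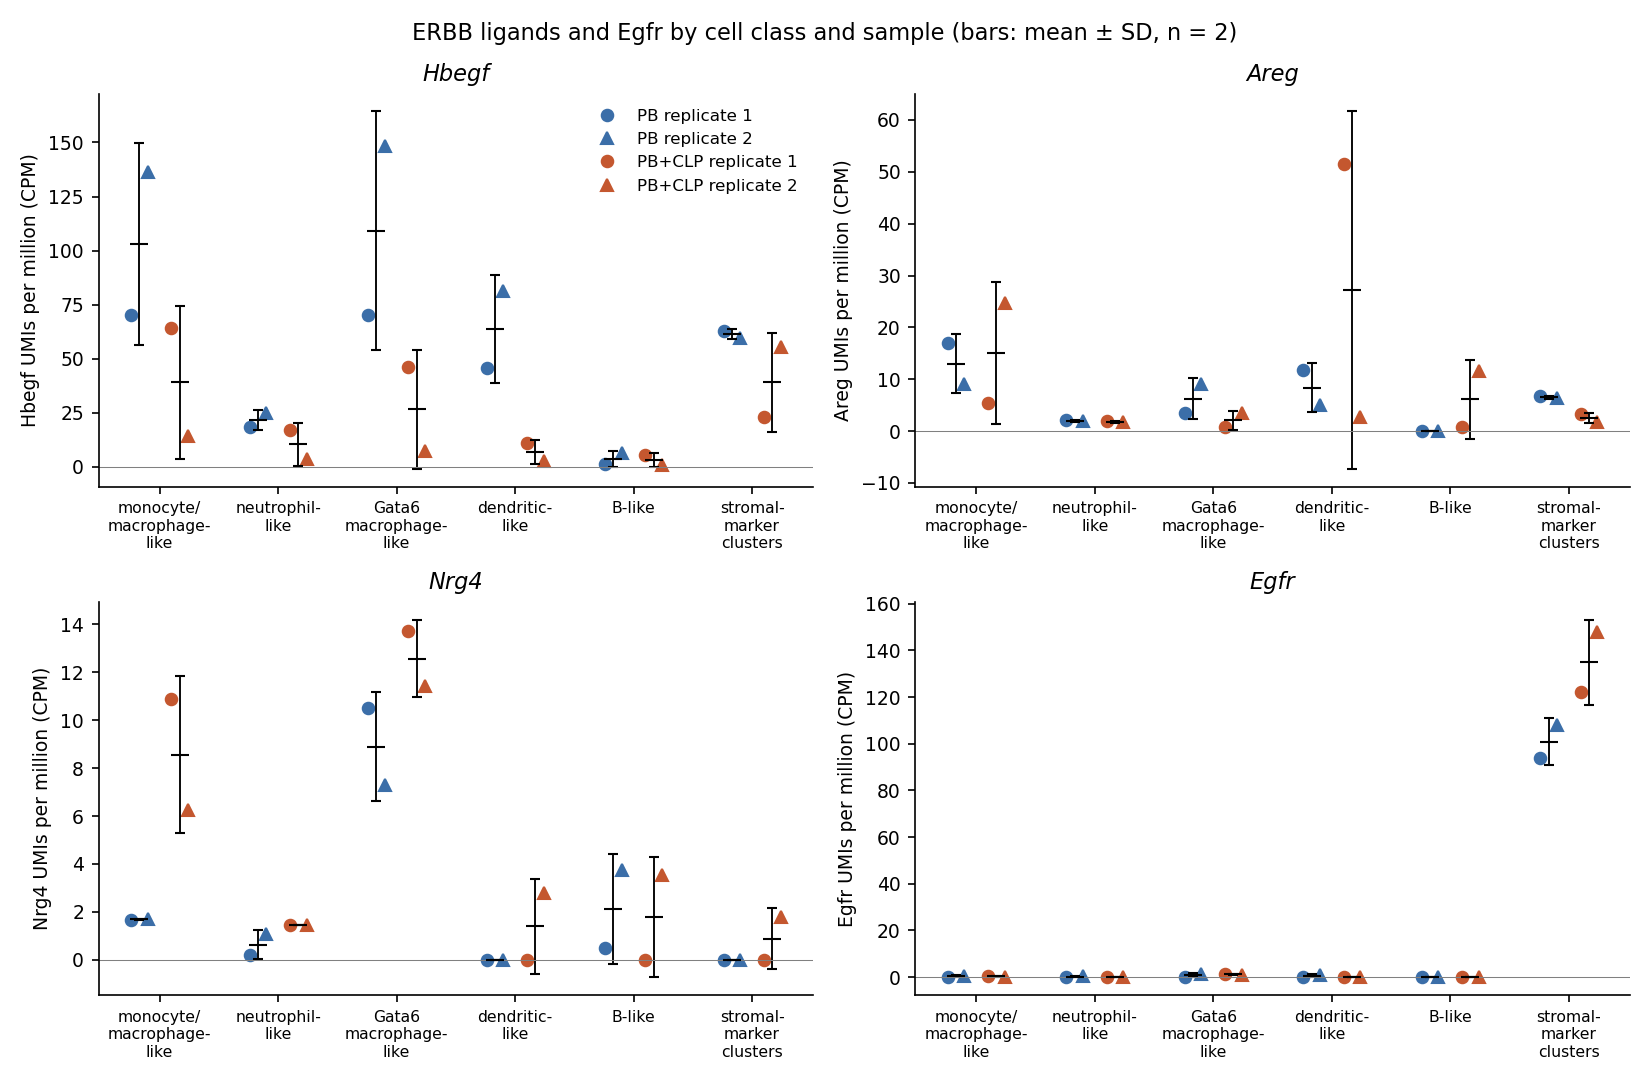
Level of Hbegf, Areg, Nrg4 and Egfr (vertical axes, UMIs per 1000000 UMIs of the class, CPM) in 6 groups of cells (horizontal axes), with 1 point per sample, PB in blue and PB+CLP in orange, and bars for the mean and SD of 2 samples. Egfr lies at 93.7 to 148 CPM in the stromal-marker clusters, and the highest Areg point, 51.6 CPM, is 24 UMIs of 1 dendritic-like cell.

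The last comparison asked whether contamination changed the ligands within a class. Of the 15 list genes, 6 could be tested in monocyte/macrophage-like, 2 in neutrophil-like, 4 in Gata6 macrophage-like, 1 in dendritic-like and 0 in B-like cells. Nrg4 (ENSMUSG00000032311, chromosome 9, 55220222 to 55326844, minus strand) rose in monocyte/macrophage-like cells by a log2 of 2.31 (SE 0.358, adjusted p 0.0293 over all genes and 0.00290 adjusted over the list alone). Its level was 1.67 and 1.72 CPM in PB and 10.9 and 6.24 CPM in PB+CLP. All 14 alternatives kept this call, with changes of 1.84 to 2.66 and adjusted p up to 0.0459. In Gata6 macrophage-like cells, at 10.5 and 7.29 CPM in PB, it changed by 0.55 (SE 0.304, adjusted p 0.645), and the change was smaller than that in monocyte/macrophage-like cells by −1.68 (SE 0.40, adjusted p 0.0118 over 17 such tests of list genes).

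Hbegf in monocyte/macrophage-like cells changed by −1.41 (SE 0.645, adjusted p 0.298, 0.204 over the list alone), which did not pass the threshold. Its level was 70.1 and 136 CPM in PB and 64.1 and 14.0 CPM in PB+CLP. It passed without PB+CLP replicate 1 (−2.90, adjusted p 2.4e-07), without PB+CLP replicate 2 (−0.70, adjusted p 0.0265) and with no low-count filter (−1.40, adjusted p 1.9e-15), in a range of 1.9e-15 to 0.792 over its alternatives. Without PB replicate 2 it was −0.87. In PB most of the class lay in clusters 3 and 7, where Hbegf was at 72.2 and 155 and at 60.7 and 103 CPM. In PB+CLP most lay in cluster 4, where it was at 26.6 and 5.85 CPM. Areg in the same cells changed by 0.15 (SE 0.648, adjusted p 0.928, 0.824 over the list alone), with 17.0 and 9.03 CPM in PB and 5.37 and 24.8 CPM in PB+CLP. It turned to −0.23 without PB replicate 2 and −1.32 (adjusted p 0.00230) without PB+CLP replicate 2, and rose by 0.86 (adjusted p 0.00948) without PB+CLP replicate 1, in a range of adjusted p from 0.00230 to 0.999. Without PB replicate 1 it was 0.69.

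**Figure D3:**
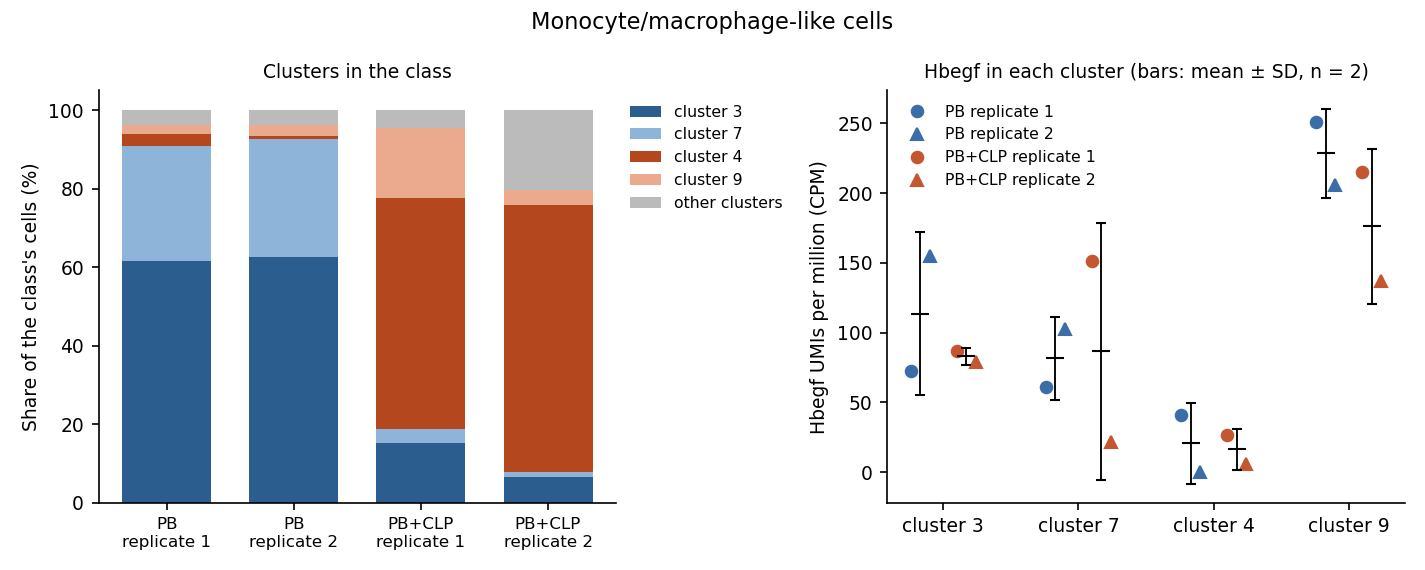
Left, share of each sample's monocyte/macrophage-like cells (vertical axis, %) in clusters 3, 7, 4, 9 and the rest; right, Hbegf level (vertical axis, CPM) in each of these clusters, with 1 point per sample and bars for the mean and SD of 2 samples. Clusters 3 and 7 fill most of the class in PB and cluster 4 in PB+CLP, and Hbegf is at 41.1 CPM or less in cluster 4.

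The share of monocyte/macrophage-like cells with an Hbegf UMI was 28.7% ± 4.88 in PB and 12.3% ± 8.98 in PB+CLP, at median depths of 10736 and 8380 and of 7958 and 11415 UMIs. Among B-like cells, which served as background, it was 4.22% ± 3.62 and 1.24% ± 0.691, at median depths of 13215 and 12154 and of 14987.5 and 1902 UMIs. Thinned to 1000 UMIs per cell, the shares were 7.74% ± 3.99 and 3.65% ± 3.82 in monocyte/macrophage-like cells and 0.847% ± 1.20 and 0% ± 0 in B-like cells. Thinning left out 272 of 5783 PB and 377 of 5770 PB+CLP cells.

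Hbegf in neutrophil-like cells changed by −1.23 (SE 0.496, adjusted p 0.110, 0.0613 over the list alone), with 18.5 and 25.0 CPM in PB and 17.2 and 3.37 CPM in PB+CLP. It passed without PB+CLP replicate 1 (−2.94, adjusted p 7.9e-13) and with no low-count filter (−1.21, adjusted p 2.6e-04), in a range of 7.9e-13 to 0.512, and was −0.48 without PB+CLP replicate 2. In Gata6 macrophage-like cells it changed by −2.08 (SE 0.572, adjusted p 0.114, and 0.0133 adjusted over the list alone), with 70.1 and 148 CPM in PB and 46.1 and 7.02 CPM in PB+CLP. It passed over all genes under 4 of 14 alternatives, without PB replicate 1 (−2.50, adjusted p 0.0234), without PB+CLP replicate 1 (−3.83, adjusted p 1.3e-12), with no low-count filter (−2.09, adjusted p 3.3e-21) and with a replicate block (−2.20, adjusted p 7.7e-17), in a range of 3.3e-21 to 1.00, and was −1.08 without PB+CLP replicate 2. In dendritic-like cells it changed by −3.15 (SE 0.582, adjusted p 0.0479, 4.0e-04 over the list alone), from 45.9 and 81.4 CPM to 10.7 and 2.80 CPM, which were 5 and 1 UMIs. The call was lost under 5 of 11 alternatives, among them without PB replicate 2 (−2.69, adjusted p 0.0733, in a range of 1.7e-07 to 0.0733). Against the change in monocyte/macrophage-like cells, that in Gata6 macrophage-like cells differed by −0.58 (SE 0.194, adjusted p 0.0493) and that in dendritic-like cells by −1.87 (SE 0.50, adjusted p 0.0174), over the 17 tests, but not over all genes (0.171 and 0.231). In neutrophil-like cells the difference was 0.07 (adjusted p 0.802).

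The study described a subset of B cells with Areg in PB+CLP. B-like cells held 0 Areg UMIs in PB replicates 1 and 2 (120 and 59 cells, which allows up to 2.5% and 5.08% of cells with a captured UMI and sets no limit on cells that express the gene), 1 UMI in PB+CLP replicate 1 and 13 in PB+CLP replicate 2. Areg therefore failed the low-count filter and was not tested in this class. With no filter edgeR put it at an adjusted p of 0.0210, and DESeq2 gave no adjusted p. The 13 UMIs came from 5 of 134 cells (3.73%, 95% exact interval 1.22 to 8.49), and 9 of them from 1 cell. Without PB+CLP replicate 2 the class held 1 Areg UMI, and without PB+CLP replicate 1 it held 13. As background, neutrophil-like cells of PB+CLP replicate 2 had an Areg UMI in 0.775% of cells at a median of 4477.5 UMIs, against a median of 1902 UMIs per B-like cell. Free RNA predicted 7.11 UMIs in these B-like cells. Thinned to 1000 UMIs, the share in PB+CLP was 0.435% ± 0.615, against 2.73% ± 1.42 with all UMIs, and 19 of 192 PB+CLP B-like cells were left out. Ly6d, Cd79a, Ms4a1 and E330020D12Rik, the genes the study named for this subset, had 91.1%, 93.7%, 95.2% and 74.3% of their UMIs in B-like cells. They were found in both groups, with Cd79a at 1565 and 1538 CPM in PB and 1035 and 1182 CPM in PB+CLP B-like cells, and E330020D12Rik at 72.6 and 56.1 CPM and at 81.2 and 70.9 CPM.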

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

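The tests of the differences between classes and of each explanation given here were chosen only after the results had been seen.

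The cells that no class name could be given to came from 1 library to an unequal degree. They made up 0.582% and 0.446% of the cells in PB replicates 1 and 2, 2.10% in PB+CLP replicate 1 and 24.0% in PB+CLP replicate 2, so they drew attention as cells in no tested class that were more frequent than in the samples without contamination. The stromal-marker clusters are among them and were compared for Egfr, and the unnamed cells counted among the other cells that a class was set against. Most unnamed cells formed cluster 8, which held 524 cells of PB+CLP replicate 2 and 1 of PB+CLP replicate 1, less a sub-cluster of 54 cells named Gata6 macrophage-like. Pairs of cells in 1 droplet are argued against by depth. The median of cluster 8 was 4603 UMIs, 0.144 of the summed medians of clusters 4 and 5 in PB+CLP replicate 2 (17318 and 14745 UMIs), whose macrophage markers it carried. Free RNA passed its test. Markers of neutrophils, B cells, stromal cells and T/NK/ILC cells lay in cluster 8 at 1.07, 2.18, 0.845 and 1.16 times their level in the whole library, a spread of 2.57 between the highest and the lowest, and 3.02 to 58.6 times above their share in cluster 4 of the same sample. These barcodes may therefore hold mostly RNA of the suspension. A response of these cells to contamination stays open and untested, since the other PB+CLP library held 1 such cell.

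Nrg4 rose more in monocyte/macrophage-like than in Gata6 macrophage-like cells. The difference of the log2 changes was −1.68 (SE 0.40, adjusted p 0.0118 over 17 tests and 0.0375 over all genes), from changes of 2.31 and 0.55. Gata6 macrophages counted among the monocyte/macrophage-like cells are argued against. Nrg4 would need 76.4% and 46.7% of such RNA in PB+CLP replicates 1 and 2, and the median marker of Gata6 macrophages lay at 1.58% and 1.98% of its level in their own class, at most 0.0423 of the share needed. Free RNA was not tested for Nrg4 by itself, but neutrophil-like cells of PB+CLP had 1.47 and 1.44 CPM, far below the 10.9 and 6.24 CPM found. A rise within clusters and a shift between clusters cannot be told apart. With Nrg4 held at the mean of its sample levels in each cluster, the changed makeup of the class gave 9.56% of the observed log2 change, but with the pooled level of each cluster it gave 67.5%. The first rests on few UMIs, such as 2 and 0 in cluster 4 of PB replicates 1 and 2, and cluster 4 lay mostly in PB+CLP, which ties its pooled level to the group. Cluster 3 went from 1.26 and 1.46 CPM in PB to 8.21 and 1.33 CPM in PB+CLP, the last from 1 UMI, and cluster 7 from 1.94 and 2.36 CPM to 8.31 and 16.2 CPM, from 4 and 3 UMIs. Cluster 7 goes with a rise within clusters, but these UMIs are too few to decide. An effect of contamination on Nrg4 remains a hypothesis, as the same data raised and tested it.

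Hbegf fell more in Gata6 macrophage-like than in monocyte/macrophage-like cells, by a log2 difference of −0.58 (adjusted p 0.0493 over 17 tests but 0.171 over all genes). Shallow cells of PB+CLP replicate 2 weigh little in a sum of UMIs. They are argued against for the change in Gata6 macrophage-like cells alone. There cluster 5, without the sub-clusters that held them, gave a log2 ratio of −2.03 against −2.04 for the whole class. The difference between the classes was not fitted again without them. Hbegf also fell more in dendritic-like cells, by −1.87 (adjusted p 0.0174 over 17 tests and 0.231 over all genes). Free RNA is argued against as the source of Hbegf in dendritic-like cells of PB, where 43 and 81 UMIs were found against 3.36 and 4.87 predicted, a ratio of 15.1. The removal of a sample was not run on the differences themselves. Contamination as their cause stays open, as a hypothesis.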

How the results depend on the processing

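The comparison of Egfr in stromal-marker clusters and the crossed pairing of replicates were chosen only after the results had been seen. In fits that leave out a sample, the lone sample of a group is assumed to vary like the other group.

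Counts of genes were unstable, with 37 of 74 alternatives within 1.5 times the count. Leaving out 1 sample gave 154 (without PB replicate 2) to 2838 (without PB+CLP replicate 1) against 330 in monocyte/macrophage-like cells, with 190 without PB replicate 1 and 1547 without PB+CLP replicate 2. In neutrophil-like cells it gave 313 (without PB replicate 1) to 2825 (without PB+CLP replicate 1) against 1381, with 357 without PB replicate 2. In Gata6 macrophage-like cells it gave 100 (without PB replicate 2) to 587 (without PB+CLP replicate 1) against 188, with 113 without PB replicate 1. In dendritic-like cells it gave 67 (without PB replicate 2) to 459 (without PB+CLP replicate 1) against 60, with 208 without PB replicate 1 and 288 without PB+CLP replicate 2. In B-like cells it gave 0 (without PB replicate 1 or 2) to 465 (without PB+CLP replicate 1), with 428 without PB+CLP replicate 2. All 330 genes of monocyte/macrophage-like cells were called again without PB+CLP replicate 1, and 149 of them without PB replicate 1.

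With no low-count filter the counts were 1498 in monocyte/macrophage-like, 431 in Gata6 macrophage-like, 390 in dendritic-like and 534 in B-like cells. In these fits edgeR gave every gene the common spread, with infinite prior degrees of freedom, which goes with more calls. The share of calls that were higher moved with it, from 42.1% to 50.4% in monocyte/macrophage-like, 73.9% to 59.6% in Gata6 macrophage-like and 63.3% to 47.7% in dendritic-like cells. DESeq2 gave 664 genes in monocyte/macrophage-like cells, 326 of them among the 330, and 68 in B-like cells. In neutrophil-like cells it gave 929, of which 32.8% were higher against 46.4% in edgeR. With no doublets removed 912 genes passed in neutrophil-like and 113 in dendritic-like cells. Leiden resolution 1.5 gave 2161 and 38 in the same classes, and resolution 0.4 gave 18 in dendritic-like and 1 in B-like cells. With 20 components of 3000 genes dendritic-like cells had 0 genes in edgeR (656 at an unadjusted p under 0.05, DESeq2 not run there) and B-like cells 5. At most 5% mitochondrial UMIs gave 121 in dendritic-like cells. The causes of the other changes were not tested. Dendritic-like cells could not be tested with a minimum of 500 genes, where 1 sample held 9 of them, and fibroblast-like cells, named at resolution 1.5 alone, had 2 cells in 1 sample.

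Replicate numbers did not pair the samples, since deviations of same-numbered samples correlated at −0.355, −0.162, −0.177, −0.108 and −0.0504 in monocyte/macrophage-like, neutrophil-like, Gata6 macrophage-like, dendritic-like and B-like cells. With a replicate block 330 genes passed in Gata6 macrophage-like and 64 in B-like cells, and Areg in monocyte/macrophage-like cells was at −0.10. Crossed pairs gave 846, 2364, 541, 455 and 74 genes in the 5 classes, in that order. The prior degrees of freedom were also infinite for Gata6 macrophage-like cells with a replicate block, where Hbegf passed over all genes. They were infinite for neutrophil-like, Gata6 macrophage-like and dendritic-like cells with crossed pairs, and for neutrophil-like and B-like cells without PB+CLP replicate 1. These fits gave every gene the common spread, which goes with more calls.

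Shares of classes gave 0 changed classes without PB+CLP replicate 2 and 1 without each of the other 3 samples, which were dendritic-like (−1.21 and −0.80, without PB replicates 1 and 2) or neutrophil-like cells (−0.79, without PB+CLP replicate 1), and 0 under the other 9 alternatives. The ratio of B-like cells reversed from 0.12 to −0.0842 at resolution 0.4, −0.10 with 20 components, −0.23 without PB replicate 2, −0.59 without PB+CLP replicate 2 and −0.23 with neutrophil-like cells left out, with 0.60 without PB replicate 1 and its highest value, 1.04, with at most 5% mitochondrial UMIs. That of Gata6 macrophage-like cells reversed to −0.31 without PB+CLP replicate 2 and was 1.10 without PB+CLP replicate 1 and highest, at 1.15, with TMM on cell counts. That of monocyte/macrophage-like cells reversed from −0.04 to 0.0687 with at most 5% mitochondrial UMIs, 0.0372 at resolution 1.5, 0.32 without PB+CLP replicate 2 and 0.40 with TMM on cell counts, and was −0.53 without PB+CLP replicate 1. None of the reversed ratios passed the threshold on either side, and the cause was not tested.

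Genes of a class against all other cells were more stable. Of 48 alternatives 43 kept the call, 5 lost it and 0 reversed the direction. Egfr in stromal-marker clusters (7.60 to 8.32) and Areg in monocyte/macrophage-like cells (1.20 to 1.87) kept the call in all 12. Hbegf in monocyte/macrophage-like cells lost it with no replicate block (1.02, adjusted p 0.236, in a range from 6.1e-08), which drops the tie between sums of 1 sample. Areg in B-like cells lost it with no replicate block (−2.01), with at most 5% mitochondrial UMIs (−1.79), without PB replicate 1 (−1.52) and without PB+CLP replicate 1 (−2.06), and was at −5.23 without PB+CLP replicate 2.

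Among ligands in PB+CLP against PB, Nrg4 in monocyte/macrophage-like cells kept its call in all 14 alternatives. Hbegf in monocyte/macrophage-like cells passed the threshold without PB+CLP replicate 1 (−2.90), without PB+CLP replicate 2 (−0.70) and with no low-count filter (−1.40), in neutrophil-like cells without PB+CLP replicate 1 (−2.94) and with no low-count filter (−1.21), where it was −0.48 without PB+CLP replicate 2. Areg in monocyte/macrophage-like cells reversed from 0.15 to −0.23 without PB replicate 2 and −1.32 without PB+CLP replicate 2, and was at 0.86 past the threshold without PB+CLP replicate 1. The UMIs of Areg in B-like cells numbered 14, 13 without PB+CLP replicate 1 and 1 without PB+CLP replicate 2. The causes were not tested. Of 548 alternatives for the other named genes 524 kept the call, 23 lost it and 1 reversed it, Ccl5 in dendritic-like cells at 1.22 with at most 5% mitochondrial UMIs. Shares of cells with a UMI depend on depth, as 85 of 120 thinned values moved by more than the spread between replicates. Of simulated changes of a log2 of 1, all in genes above the median level, 34.5% and 33% were found in dendritic-like and B-like cells.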

Other observations

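The tests of macrophage makeup, of depth and of free RNA in the named genes were chosen only after the results had been seen, while those on Areg and Egfr were set out before their results were seen.

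Hbegf was lower in monocyte/macrophage-like cells of PB+CLP, though the change did not pass the threshold. The log2 ratio of the mean CPM was −1.14 with every cell thinned to 1000 UMIs, against −1.40 with all UMIs, but thinning leaves the expected CPM as it is, so this says nothing about depth as a cause. A changed makeup of the class passed its test. That test cannot tell a replacement of cells from a change within the same cells, since clusters 3, 7 and 4 nearly follow the groups. With Hbegf held at its mean level in each cluster, the makeup alone gave −1.14, which is 81.3% of the observed log2 ratio, and 85.0% with the pooled level of each cluster. A candidate explanation is thus a shift of the class, by either route, from clusters 3 and 7, with more Hbegf, to cluster 4, with less. Cluster 9 goes against this shift, since it had the most Hbegf of the 4 main clusters (251, 206, 215 and 137 CPM) and held 1.59% and 2.32% of the UMIs of the class in PB and 12.6% and 2.28% in PB+CLP replicates 1 and 2, a growth in PB+CLP replicate 1 alone. Cluster 4 held 40 and 9 cells in PB replicates 1 and 2, so its level is known mainly from PB+CLP, and PB+CLP replicate 2 holds most of the fall (14.0 CPM, against 64.1 in PB+CLP replicate 1). Without PB+CLP replicate 2 the change was −0.70 and without PB+CLP replicate 1 −2.90. Contamination as the reason for the makeup was not tested apart from the group label.

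Areg in B-like cells of PB+CLP rested on 13 UMIs of PB+CLP replicate 2, and without that sample 1 UMI was left. Macrophage markers lay in these B-like cells at 25.4% of their level in the monocyte/macrophage-like cells of the sample, which predicts 7.11 Areg UMIs from macrophage RNA. The ratio of found to predicted was 1.83, between the values that would speak for and against free RNA, and 9 of the UMIs came from 1 cell. The 5 cells with Areg had 1.96% of their UMIs in macrophage markers, against 1.11% in the others, at percentile 75.2 of the latter, as medians. Of the 13 UMIs, 9 and 1 came from cells with 46073 and 38345 UMIs, far above the median of 1902, with 1251 and 1035 UMIs and 2.72% and 2.70% in macrophage markers, at percentiles 87.6 and 86.8. These cells go with doublets or with greater depth. Free RNA, doublets with macrophages and expression by B cells cannot be told apart here, because 5 cells are too few to separate them.

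Egfr in the stromal-marker clusters may be expressed by stromal cells themselves. Doublets with immune cells were tested in the 2 deepest sub-clusters alone, with 24 and 21 of the 233 cells and 116 and 175 of the 313 Egfr UMIs. The other cells were shallow, with medians of 1039 to 2913 UMIs per sub-cluster or cluster. The median cell of the 2 deepest held 36 UMIs of 51 immune markers, against 205 in single immune cells, a ratio of 0.176, which argues against an immune partner in most of these cells. The 51 markers were picked by judgement, without those that stromal cells share. Whether mesothelial, fibroblast or smooth muscle cells carried the receptor stays open from these clusters alone. The study has other evidence for mesothelial cells, from RNA of purified mesothelial cells and from staining of active EGFR together with podoplanin. Mesothelial and fibroblast markers were found in the same sub-clusters, and the sub-cluster with 175 Egfr UMIs scored best for smooth muscle markers.

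The named genes were sorted by their own ratio to the level predicted from free RNA, so the medians describe the 2 sets and do not test the sorting. Free RNA at the predicted level would fall short for the 33 at 2 or more times that level, whose median ratio was 11.8. The spread of that level between markers was not taken into account. The lowest ratio of the 33 was 3.28, for Lcn2 in Gata6 macrophage-like cells. For the other 7 the median ratio was 1.17, so their changes may follow from a changed mixture of free RNA. They were Csf1 in monocyte/macrophage-like, Ccl24 and Lpl in neutrophil-like, Wfdc21 and Clec4n in Gata6 macrophage-like, and Saa3 and Cxcl13 in dendritic-like cells.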
